A study of Mus musculus with 16 samples.

How the data were processed

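Immune cells from subcutaneous B16 melanomas of C57BL/6J mice were profiled by droplet single-cell RNA sequencing. Per the labels and the design text, 1000000 control or B2m-null cells of the Bro4.1 B16 line were implanted, where B2m encodes the light chain of MHC class I. Mice received 100 µg of an agonistic anti-CD40 antibody or a rat IgG2a isotype antibody into the peritoneum on days 6, 9 and 12, and tumours were collected on day 14. Cells were enriched on CD45 magnetic beads, stained with 1 hashtag antibody per mouse, pooled within an experimental group and loaded on 1 lane per pool, per the labels' protocols. The sample labels describe the genotype as that of the mouse, whereas the design text places the B2m loss in the implanted tumour cells, and the design text was followed. "Control tumours" and "B2m-null tumours" name the implanted cells throughout.

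The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and cell barcode from the 3' version 3 chemistry, and hashtag counts in further lines of the same files, per the file headers and the labels. The 8 deposited matrices list 32285 genes each, and the smallest total in any lane was 500 gene counts per barcode. The genome build and the aligner are not given in the sources used here, so gene symbols and identifiers are those of the files and no coordinates are printed. The control isotype, B2m-null isotype and B2m-null CD40 groups each had 2 lanes with biological replicate pools. The control CD40 group had 2 lanes that the labels call technical replicates, which were taken as 1 pool, so differences between that pool and the other pools cannot be separated from its group. In fits with the lane as the unit, this group is 1 sample, and its spread is taken from the other groups.

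Each hashtag of a pool was taken as 1 mouse. The labels list 3 hashtags per pool, whereas 2 of the 8 files hold 3 hashtag entries and the other 6 hold 2. The background of a hashtag was its median log count in cells led by another hashtag. Cells with 2 hashtags more than 2.5 SD above background were removed as doublets, and the others with at least 20 hashtag counts were assigned by a Gaussian mixture with a posterior of at least 0.9. Of 116552 barcodes, 11161 were hashtag doublets, or 9.58%, and 19122 were left without an assignment. On simulated hashtag counts, 100% of the assigned single cells were correct with 2 hashtags and 71.3% of the doublets were marked. With 3 hashtags 55.3% of the doublets were marked. Every simulated doublet joined 2 different hashtags, so these shares leave out doublets within 1 mouse, which hashtags cannot mark. All simulated cells were stained, and 94.2% and 95.1% were assigned, against 35.9% of barcodes in B2m-null isotype replicate 1. The accuracy in weakly stained lanes was therefore not simulated. Cells with at least 200 genes and at most 10% mitochondrial counts were kept. A total of 73592 assigned cells from 16 mice passed. Scrublet's automatic threshold marked close to 0% of the cells in every lane, so it had not worked, and the 5% of assigned cells per lane with the highest Scrublet scores were removed only as an alternative.

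Clustering used scanpy 1.11.5 on 90246 cells that were not hashtag doublets, with 2000 variable genes, 40 principal components, 20 neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 1, which gave 34 clusters. Each cluster was given the class whose marker genes, fixed before the data were examined, had the highest mean log2 ratio to the other clusters. A cluster stayed unnamed with fewer than 50 cells, with fewer than 3 raised markers, with a margin to the next class under 0.2, or with a low UMI count and no marker among its 10 leading genes. It also stayed unnamed when another class had more markers among those genes, or when at least 30% of its cells held T cell and myeloid transcripts together. These naming thresholds were set after the data had been seen. So were the use of the named class, in place of a minimum share of cells with Ptprc, to decide which clusters are haematopoietic, and a looser form of the rule on leading genes, which changed names at resolution 2 only. They left 7 clusters unnamed. Cluster 8, the largest of them, mixed T cell and myeloid genes, was weighed as doublets and held 8.11% of the cells of the control CD40 lanes, 3.70% in control isotype, 5.57% in B2m-null CD40 and 2.21% in B2m-null isotype. Cluster 14, between NK and CD8 T cells, held 1.97%, 4.89%, 1.66% and 2.79% in the same order. Cluster 24, another mixture, held 0.245%, 1.56%, 0.379% and 1.60%, and cluster 27, of low counts, 0.334%, 0.876%, 0.624% and 0.753%. Clusters 28, 30 and 33 each held under 2% of every group. Named classes are called by their class name followed by "-like" at first mention, and a difference from the study may come from these rebuilt names.

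Class shares were the percentage of a mouse's haematopoietic cells that fell in each of 13 classes, leaving out the melanoma, fibroblast and endothelial clusters and the clusters with mixed genes. Cluster 30, unnamed and closest to the fibroblast markers, was not taken as haematopoietic and was left out too. Leaving the mixed clusters out was decided after the data had been seen. Shares were compared with two-sided exact permutation tests over mice, and p-values were adjusted by the Benjamini-Hochberg method over 65 tests. The contrasts were CD40 against isotype in control tumours and in B2m-null tumours, and B2m-null against control tumours under isotype and under CD40. A further contrast was the difference of the CD40 effects, as the effect in B2m-null minus that in control tumours. For shares, tumour genotype was permuted within each treatment for this difference. Its p therefore assumes no genotype difference under either treatment, which is more than equal CD40 effects.

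For expression, counts were summed per mouse in 5 cell sets with at least 20 cells per mouse. These were monocytes and macrophages together, conventional dendritic cells (cDC1, cDC2 and mature DC together), CD8 T, CD4 T without regulatory T, and NK cells. Each set was fitted once over all groups with edgeR 4.0.16 (R 4.3.3, limma 3.58.1), with TMM scaling, filterByExpr and the quasi-likelihood test, and genes with an adjusted p under 0.05 were called. The standard error (SE) of a log2 change is its size divided by the square root of the F statistic. Counts scaled to 1000000 per mouse sum (CPM) were computed from these sums. Gene lists fixed before the data were examined were tested with fry on the same fits, with adjustment over 40 tests. They were interferon-gamma response, costimulation and NF-kB, cytotoxic effector, inhibitory receptor and exhaustion, Th1, and proliferation, each in the cells stated with its result. Genes are named by a rule fixed beforehand, which takes up to 3 genes per direction with the largest log2 change among called genes. They needed an average log2 CPM of at least 4 and no overlap between the mice of both groups, except for the difference of the CD40 effects, where no such rule applied. Variable immune receptor segments, sex-linked, haemoglobin, mitochondrial and ribosomal genes, unnamed gene models and the class markers were passed over.

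On simulated counts with 200 genes changed by a log2 fold of 1.5, the procedure recovered between 12.9% (CD4 T cells, difference of the CD40 effects, 5817 genes) and 96.4% (cDC, B2m-null against control tumours under isotype, 9152 genes) of the changed genes that passed the filter. The false share of the calls lay between 0% and 9.09%, and was above the nominal 5% in 14 of 20 comparisons. It was 9.09% in cDC between genotypes under isotype and in CD8 T cells under CD40 in control tumours. The simulated mice varied independently, without differences between lanes or pools. The simulated shares therefore do not cover false calls that come from such differences. B2m in melanoma-like cells was compared over mice with at least 10 such cells by a two-sided exact permutation test. Alternatives covered the hashtag and cell filters, doublet removal, the replicate unit, leaving out lanes or mice, scaling (RLE), DESeq2 1.42.0 with its own filtering, limma-voom, the low-count filter, the minimum number of cells, the groups in the fit, camera, the denominator, the resolution and a replicate block. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.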

Results

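Single-cell expression was measured in CD45-enriched cells of B16 melanomas in 16 mice on 8 lanes. There were 5 mice with control tumours under isotype, 2 with control tumours under CD40, 5 with B2m-null tumours under isotype and 4 with B2m-null tumours under CD40. The lanes held 541 M UMIs in all (M, 1000000), from 46.0 M in control CD40 replicate 2 to 99.3 M in B2m-null isotype replicate 2. The other lanes had 80.0 and 69.4 M in control isotype replicates 1 and 2, 61.8 M in control CD40 replicate 1, 48.7 M in B2m-null isotype replicate 1, and 52.8 and 83.1 M in B2m-null CD40 replicates 1 and 2. The median barcode held between 1715 and 4225 UMIs, in control CD40 replicate 2 and B2m-null isotype replicate 2. Hashtags assigned 35.9% of barcodes in B2m-null isotype replicate 1 and 89.9% in control CD40 replicate 2, and between those values in the other lanes. Per mouse, 908 to 17395 cells and 3.65 to 69.3 M UMIs were used.

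B2m (ENSMUSG00000060802) was compared first, as a check of the tumour genotype. CD45 enrichment leaves few tumour cells, so melanoma-like cells are carry-over. In these cells B2m stood at 438 CPM ± 148 (SD, n = 6 mice) in B2m-null tumours and 1662 CPM ± 385 (SD, n = 7) in control tumours. The highest B2m-null mouse, at 642 CPM, lay below the lowest control mouse, at 1083 CPM, and the two-sided exact permutation p was 0.00117, the smallest the design allows. Per 1000 counts of melanoma marker genes, B2m stood at 43.3 ± 23.3 (SD, n = 6) and 141 ± 23.7 (n = 7), with the same exact p of 0.00117. By group, B2m averaged 1508 CPM in control isotype, 2045 CPM in control CD40, 407 CPM in B2m-null isotype and 595 CPM in the 1 B2m-null CD40 mouse with enough melanoma-like cells. These values cover cells with an assigned hashtag, which 57.1% to 78.5% of the melanoma-like cells of the B2m-null lanes and 12.7% to 56.6% of those of the control lanes lacked. Over all melanoma-like cells, B2m stood at 241 and 189 CPM in the B2m-null isotype lanes, 491 and 416 CPM in the B2m-null CD40 lanes, 1582 and 1079 CPM in the control isotype lanes and 2034 and 2139 CPM in the control CD40 lanes. The level left in B2m-null tumours therefore depends on the cells counted. With at least 30 melanoma-like cells per mouse, 2 B2m-null and 5 control mice remained, the difference was -1108 CPM, and the exact p of 0.0952 was the smallest possible. The labels do not place the lesion in the gene, and tags from the 3' end may lie outside it, so the remaining counts do not measure intact transcript.

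**Figure D1:**
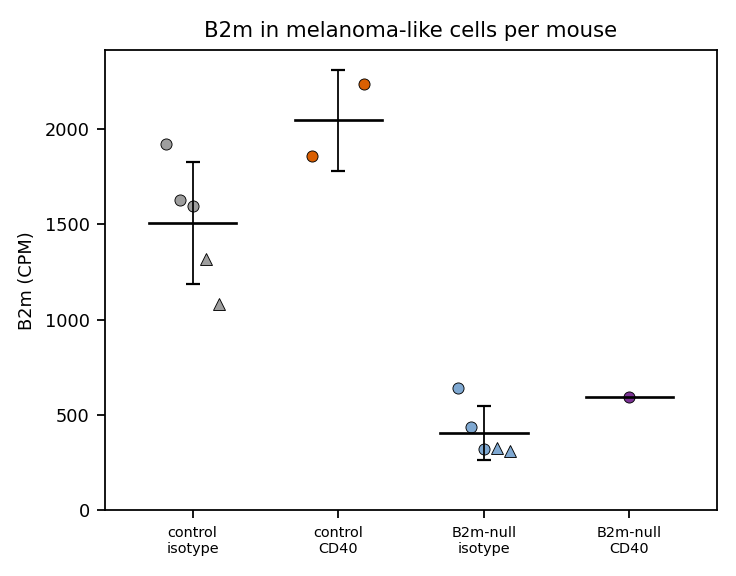
B2m in CPM in the melanoma-like cells of each mouse, by group. Circles are mice of the first pool and triangles mice of the second, horizontal lines are group means and bars are SDs. All B2m-null mice lie at or below 642 CPM and all control mice at or above 1083 CPM.

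The first question was whether the composition of the immune cells differed between treatments and tumour genotypes. None of the 65 comparisons of class shares passed an adjusted p of 0.05 in the exact permutation tests, and the lowest adjusted p was 0.206. Unadjusted, 9 comparisons had p under 0.05. The smallest p the design allows was 0.0952 for CD40 against isotype in control tumours and 0.133 for B2m-null against control tumours under CD40, so neither could reach 0.05. It was 0.0159 for CD40 in B2m-null tumours, where the adjusted p would be 0.0794 even if all 13 classes had it. The test that moved the count most was edgeR's quasi-likelihood test on cell numbers, which called 5, 6 and 1 classes for CD40 in control tumours, CD40 in B2m-null tumours and genotype under isotype.

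In control tumours, CD8 T-like cells made up 37.6% ± 6.29 (SD, n = 2) of haematopoietic cells under CD40 and 7.35% ± 4.37 (n = 5) under isotype, without overlap (exact p = 0.0952). CD4 T-like cells made up 3.82% ± 1.65 and 1.23% ± 0.606. Each of the dendritic classes was lower under CD40 without overlap, at the same exact p of 0.0952. cDC1-like cells fell from 4.35% ± 1.66 to 0.420% ± 0.00596, cDC2-like cells from 3.31% ± 1.52 to 0.450% ± 0.300, mature DC-like cells from 4.49% ± 1.21 to 0.212% ± 0.0360 and pDC-like cells from 1.6% ± 0.703 to 0.0683% ± 0.0247. Monocyte-like cells, at 5.35% ± 0.908 against 15.7% ± 6.96, and regulatory T-like cells, at 1.04% ± 0.0361 against 2.43% ± 0.439, were also lower without overlap. The 2 CD40 mice shared a single pool.

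In B2m-null tumours, CD8 T-like cells made up 21.3% ± 12.98 (SD, n = 4) under CD40 and 2.41% ± 1.97 (n = 5) under isotype (exact p = 0.0317, adjusted p = 0.258), with overlap. The dendritic classes were again lower in all 4 CD40 mice than in any of the 5 isotype mice, at an exact p of 0.0159 and an adjusted p of 0.206 in each. Shares were 0.548% ± 0.301 against 5.13% ± 3.10 for cDC1, 0.685% ± 0.416 against 4.59% ± 2.00 for cDC2, 0.583% ± 0.359 against 5.38% ± 3.40 for mature DC and 0.184% ± 0.155 against 2.78% ± 0.681 for pDC. Monocytes, at 17.3% ± 10.8 and 13.5% ± 4.68, and CD4 T cells, at 5.68% ± 5.07 and 0.812% ± 0.764, overlapped. Lanes differed within the B2m-null CD40 group. CD4 T cells averaged 1.40% in its first pool and 9.97% in its second, and monocytes 26.0% and 8.58%.

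Between tumour genotypes under isotype, CD8 T cells were lower in B2m-null tumours (exact p = 0.0238, adjusted p = 0.258), as were regulatory T cells, at 1.11% ± 0.861 (SD, n = 5) against 2.43% ± 0.439 (exact p = 0.0397, adjusted p = 0.287). Hashtags were lost unequally between classes. In B2m-null isotype replicate 1, 75.4% of CD8 T cells had no assigned hashtag, against 60.3% of macrophages and 51.9% of mature DC, which lowers the CD8 T share of its mice. Control isotype replicate 1 lost 28.7% of CD8 T cells and 16.7% of macrophages. In B2m-null CD40 replicate 1 the loss ran the other way, at 19.9% of CD8 T cells, 35.3% of macrophages, 50% of cDC1, 56.6% of cDC2, 45.8% of mature DC and 52.0% of pDC. This raises the CD8 T share and lowers the dendritic shares under CD40 given above. With all cells counted by lane, these CD40 effects kept their direction. The CD8 T share was also lower in B2m-null tumours with the lane as the unit, both with and without the cells that had no assigned hashtag, where no exact test can pass. The pDC share was higher in B2m-null tumours (exact p = 0.0317, adjusted p = 0.258). Under CD40, only monocytes did not overlap between genotypes, with an exact p of 0.133 and an adjusted p of 0.381. The CD40 effect on regulatory T cells differed by 1.67 percentage points between genotypes (permutation p = 0.0138, adjusted p = 0.206). It was 0.278 points in B2m-null and -1.39 points in control tumours. Between genotypes, regulatory T cells differed by -1.32 points under isotype and by 0.342 points under CD40. The difference of the CD40 effects is therefore not separate from the isotype comparison above.

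**Figure D2:**
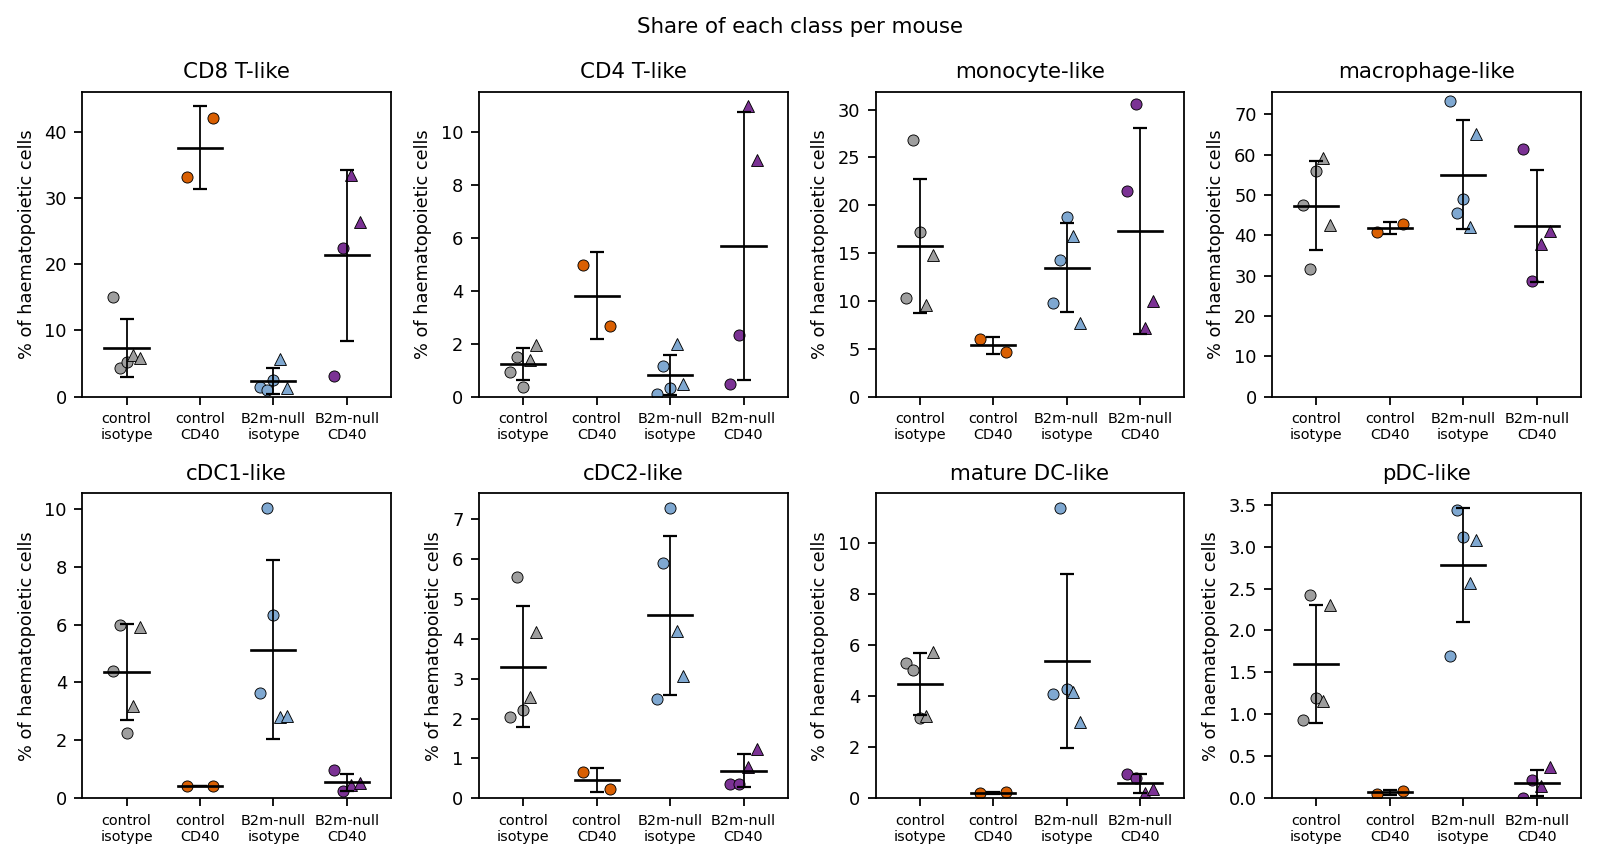
Share of 8 classes in the haematopoietic cells of each mouse, in percent, by group. Circles are mice of the first pool and triangles mice of the second, lines are means and bars are SDs. The 4 dendritic classes lie lower in every CD40 mouse than in any isotype mouse of the same tumour genotype.

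Expression was then compared within cell sets. Different clusters hold most of some classes in different groups. CD8 T cells were mostly in cluster 12 in both isotype groups (74.5% and 55.5%), in cluster 6, of low depth, in control CD40 (52.3%) and in cluster 3 in B2m-null CD40 (60.6%). Monocytes of B2m-null CD40 tumours were mostly in cluster 9 (78.3%) and those of the isotype groups in cluster 0 (88.6% and 94.5%). The largest part of the macrophages of control CD40 tumours was in cluster 5 (46.5%). Mice with fewer than 20 cells were left out, which left 3 B2m-null CD40 mice in cDC, 4 B2m-null isotype mice in CD8 T and 3 in NK cells. In CD4 T cells it left 3 control isotype, 2 control CD40, 2 B2m-null isotype and 3 B2m-null CD40 mice. The cDC set joins cDC1, cDC2 and mature DC, whose proportions differed. Mature DC made up 4.49% and cDC1 4.35% of haematopoietic cells in control isotype, against 0.212% and 0.420% in control CD40. Their averages were 0.882% and 0.610% in the first B2m-null CD40 pool and 0.284% and 0.486% in the second. Changes in cDC below, lists included, therefore do not separate the state of the cells from their mix. Genes that lead a cluster, among them H2-M2 for cluster 5, Fcrls and Slc40a1 for cluster 13, Nos2, Upp1 and Ass1 for cluster 9 and Tff1 for cluster 12, may therefore follow the clusters' shares in those classes. Cd163, which leads cluster 1, fell under CD40 in B2m-null tumours while that cluster went from 18.1% to 23.6% of the macrophages. At clustering resolution 2, Cd163, Cxcl13 and Ednrb were among the leading genes of a different macrophage cluster from Lyz1 and Gbp2b. Ltc4s was among those of both. Changes in these genes may therefore also follow shifts between these finer clusters, whose shares by group were not compared. Other genes named below lead a cluster of another class or an unnamed one, so part of their counts may be carried over from those cells. They are Hspa1a, Hspa1b, Hcst, Upp1, Igf1, Ccl24, Gzmc and Prf1 in cDC, Maf in CD8 T, Rgs16, Ramp3, Wdr95 and Rnf128 in CD4 T, and Pdcd1, AA467197 and Hspa1b in NK cells. The share carried over was not measured, and these changes are not assigned to the cell set.

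In control tumours, CD40 treatment was accompanied by 1400 raised and 1135 lowered genes in monocytes and macrophages (12635 tested, edgeR adjusted p under 0.05). The other sets gave 172 and 82 in cDC (9381 tested), 1841 and 2005 in CD8 T (9490 tested), 63 and 43 in CD4 T (6363 tested) and 188 and 109 in NK cells (6418 tested). With the lane as the unit, control CD40 was 1 sample, with its spread taken from the other groups. The counts by lane, given further on, are therefore no replicated check. The CD4 T count fell to 1 without control isotype replicate 2 and the NK count to 83 without control CD40 mouse 1. In monocytes and macrophages the largest rises were Saa3 (ENSMUSG00000040026), H2-M2 and Lyz1, with log2 changes of 4.0, 3.16 and 2.74. For Saa3 the SE was 0.39 and edgeR's adjusted p 2.86e-06. The largest falls were Ppbp, Fcrls and Slfn4, with log2 changes of -3.88, -3.49 and -3.29. Lyz1 has a near-identical neighbour, Lyz2, and H2-M2 belongs to a large family, so their counts may be shared.

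In cDC under CD40, Hspa1b (ENSMUSG00000090877), Hspa1a and Hcst rose by log2 changes of 3.13, 2.56 and 1.84, and Irf7 fell by 2.51 on the log2 scale. Isg20 had 2 counts under CD40 and 365 under isotype, which is 15.1-fold lower in CPM with a 95% exact counting interval from 4.16 to 125. Hspa1a and Hspa1b are near-identical copies. For Hspa1b the SE was 0.48 and edgeR's adjusted p 0.000532. Gzmc had 0 counts in the cDC of both CD40 mice and 528 in the isotype mice, a fall of at least 14.6-fold against a floor of 3 counts over the group. Granzyme transcripts in dendritic cells may be carried over from T and NK cells. In CD8 T cells Ifngas1 (ENSMUSG00000112230), Pou6f1 and Mylip rose by log2 changes of 4.97, 3.81 and 3.34, the first with an SE of 0.49 and an edgeR adjusted p of 2.11e-07. Hist1h1b, Tff1 and Hist1h1e fell by 3.49, 3.06 and 2.89. In CD4 T cells Sema7a had 47 counts under CD40 and 0 under isotype, at least 3.12-fold higher. Rgs16 had 352 counts against 2, a ratio in CPM of 35.1 (95% counting interval 9.64 to 291), and Ifitm1 460 against 3, a ratio of 30.6 (10.4 to 149). Lif, Krt83 and Ramp3 fell by 5.08, 3.6 and 3.43 on the log2 scale, and Krt83 reversed to 4.03 with the stricter cell filter (edgeR adjusted p = 0.913). These 3 falls rest on 4, 6 and 29 counts under CD40 and 30, 16 and 67 under isotype. In NK cells Gzmf had 843 counts against 2, a ratio of 494 (136 to 4090), and Gzmg 256 against 2, a ratio of 150.2 (41.1 to 1247). Pdcd1 rose by a log2 change of 2.5, and Hist1h1b and Ifi44 fell by 2.90 and 2.57. Hist1h1d had 3 counts against 34, 9.66-fold lower (3.04 to 49.2). The granzymes and the linker histones form families of close copies, and these intervals cover counting error only.

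In B2m-null tumours, CD40 treatment was accompanied by 2126 raised and 2158 lowered genes in monocytes and macrophages, 606 and 439 in cDC, 410 and 198 in CD8 T, 199 and 128 in CD4 T and 268 and 178 in NK cells. With the lane as the unit, the CD8 T count was 23 and the cDC count 81. A split of the CD8 T mice by lane gave 921 genes, more than the 608 of the treatment, and cells thinned to 2000 UMIs gave 49. Under RLE scaling the raised share of the CD8 T calls was 57.1%, against 67.4% with TMM. In monocytes and macrophages Cxcl13 (ENSMUSG00000023078), Nos2 and Gbp2b rose by log2 changes of 4.69, 3.72 and 3.49, and Ppbp, Cd163 and Slc40a1 fell by 3.02, 2.44 and 2.31. For Cxcl13 the SE was 0.76 and edgeR's adjusted p 0.000285. Gbp2b belongs to a family of close copies. In cDC Procr, Upp1 and Iigp1 rose by 2.98, 2.84 and 2.41. Igf1 and Scin fell by 3.45 and 3.09, and Ccl24 had 1 count under CD40 against 525, 71.8-fold lower in CPM (95% counting interval 12.8 to 2842).

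In CD8 T cells of B2m-null tumours Furin (ENSMUSG00000030530), Serpinb1a and Ifngas1 rose by log2 changes of 3.23, 2.77 and 2.25. Serpinb1a had 9 counts under isotype, all in 1 of 4 mice, and Ifngas1 had 13, in 2 of 4. Rbpj, Ccl4 and Idi1 fell by 1.76, 1.65 and 1.56. In CD4 T cells Ifitm1 had 2495 counts against 0 (at least 65.8-fold), Ncald 144 against 0 (at least 3.80-fold) and Wdr95 130 against 0 (at least 3.43-fold). Lif, Rnf128 and Igf1r fell by 4.85, 3.50 and 3.31. These falls rest on 9, 19 and 19 counts under CD40 and 25, 18 and 19 under isotype. The 2 isotype mice held 31648 and 248522 UMIs in these cells. In NK cells Gpx8, AA467197 and Pdcd1 rose by 3.21, 3.15 and 2.82, and Ttc28 and Mef2c fell by 2.24 and 2.14. AA467197 leads a monocyte cluster and Pdcd1 a CD8 T cluster. Under CD40 in B2m-null tumours AA467197 averaged 465 CPM in NK cells and 526.5 CPM in monocytes and macrophages, and Pdcd1 29.1 CPM in NK and 108 CPM in CD8 T cells. Fam184a had 3 counts against 35, 11.1-fold lower (95% counting interval 3.51 to 56.6).

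The CD40 comparisons in control and B2m-null tumours share no mouse. Of the genes called in both, 974 of 1137 changed in the same direction in monocytes and macrophages, 41 of 55 in cDC, 346 of 374 in CD8 T, 44 of 44 in CD4 T and 77 of 88 in NK cells. These genes were selected by passing in both. Of all genes called in B2m-null tumours, 65.5%, 55.2%, 83.9%, 83.5% and 72.2% had the same sign in control tumours, in the same order, and of all genes tested 59.0%, 52.0%, 65.4%, 59.7% and 57.4%.

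Between tumour genotypes under isotype, 446 genes were higher and 517 lower in B2m-null tumours in monocytes and macrophages, 88 and 109 in cDC, 12 and 37 in CD8 T, and 2 and 2 in NK cells. In CD4 T cells edgeR, DESeq2 and limma-voom called 0 genes, and 324 of 6363 had an unadjusted edgeR p under 0.05, in 2 against 3 mice. Leaving out 1 lane changed the counts in every cell set, and the values for CD8 T, CD4 T and NK cells are given further on. Without control isotype replicate 1, 9 genes were called in monocytes and macrophages and 0 in cDC, and without B2m-null isotype replicate 1, 26 and 62. In CD8 T cells the raised share was 24.5% of the calls with TMM and 39.2% with RLE scaling. In monocytes and macrophages Cd163 (ENSMUSG00000008845), Fcrls and Ednrb were higher by log2 changes of 1.83, 1.68 and 1.62. Gbp2b, Acod1 and Serpina3g were lower by log2 changes of -3.24, -1.88 and -1.85. For Cd163 the SE was 0.30 and edgeR's adjusted p 0.00301. In cDC Ccl9, Dab2 and Clcn5 were higher by 0.96, 0.95 and 0.83, while Gzmc, Prf1 and Iigp1 had log2 changes of -2.58, -2.08 and -1.68, of which the first and second may be carried over. In CD8 T cells Gzmd had 0 counts in B2m-null and 517 in control tumours, at least 63.9-fold lower. Gzmf had 2 counts against 1879, 349-fold lower (95% counting interval 96.3 to 2880), and Gzme had 4 against 609. Lef1, AI504432 and Lockd were higher by 1.56, 1.22 and 1.07. In NK cells Vegfa and Gzmc had log2 changes of -1.91 and -1.40.

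The CD40 effects were compared between tumour genotypes as an interaction. The effect was more positive in B2m-null tumours for 963 genes and more negative for 1073 in monocytes and macrophages, for 216 and 139 in cDC, 488 and 196 in CD8 T, 1 and 1 in CD4 T and 41 and 32 in NK cells. With the lane as the unit, control CD40 was 1 sample, so fits by lane cannot check these counts. In monocytes and macrophages Ass1, Upp1 and Slfn4 had the largest positive differences, of 3.11, 2.97 and 2.59 on the log2 scale, and Ltc4s, Cd5l and Wfdc17 the largest negative ones, of -2.47, -2.11 and -2.09. In cDC these were Isg20, Nmral1 and Upp1 (4.6, 3.09 and 2.99) and Hspa1b, Igfbp4 and Hspa1a (-5.23, -3.88 and -3.79). In CD8 T cells they were Polr2j, Prdx4 and Cdkn3 (2.26, 2.25 and 2.11) and Crim1, Lst1 and Maf (-2.22, -2.03 and -2.02). In NK cells they were Cops6, Ier5l and Ech1 (2.84, 2.73 and 2.18) and Hspa1b, Zfp26 and Notch2 (-2.82, -2.36 and -2.11). No CD4 T gene met the naming rule.

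**Figure D3:**
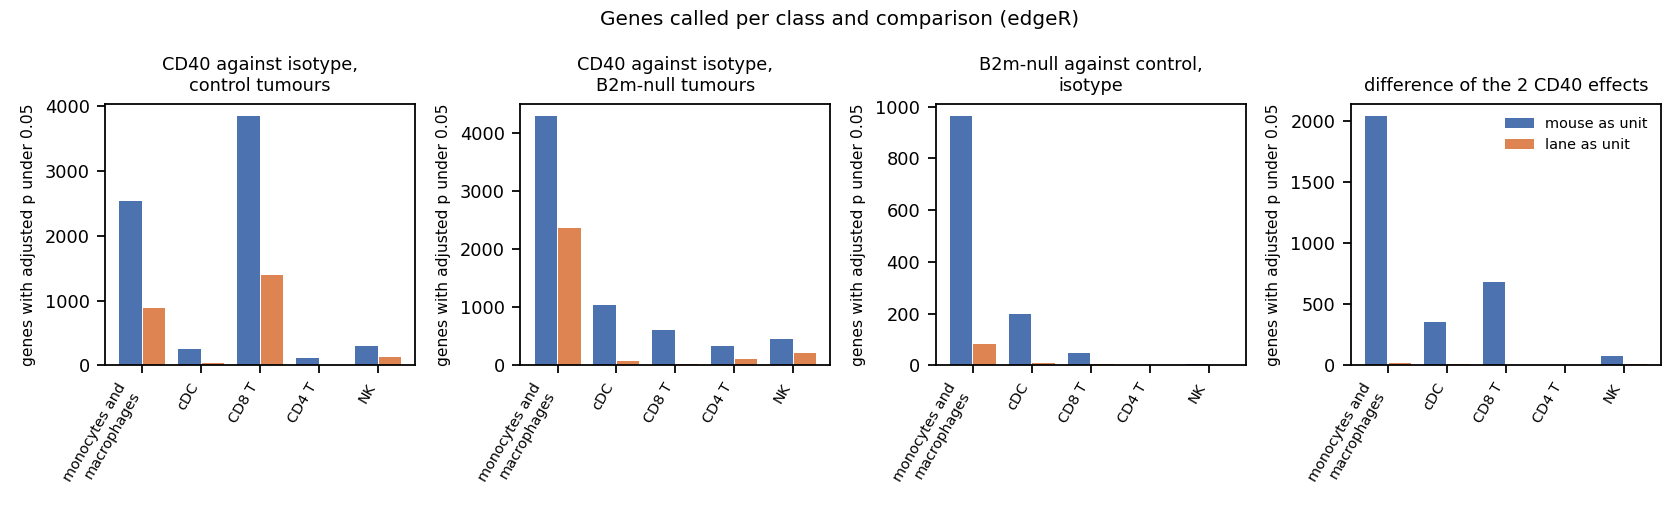
Number of genes with an edgeR adjusted p under 0.05 in each cell set, in 4 panels for the comparisons. Blue bars count with the mouse as the unit and orange bars with the lane as the unit, where control CD40 is 1 pool. In monocytes and macrophages the count for the difference of the CD40 effects is 2036 by mouse and 18 by lane.

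Of the 40 tests of fixed gene lists, 12 passed a fry adjusted p of 0.05. The interferon-gamma response list (20 genes tested) rose under CD40 in B2m-null tumours, in monocytes and macrophages by a median log2 change of 1.32 (20 of 20 genes up, fry adjusted p = 0.00222) and in cDC by 0.79 (19 of 20 up, adjusted p = 0.00222). Adjusted over the list alone, 20 and 17 genes were called raised, and over all genes tested by edgeR 19 and 14. Under isotype it was lower in B2m-null than in control tumours, with medians of -1.27 in monocytes and macrophages (0 of 20 up, adjusted p = 0.00288) and -0.82 in cDC (0 of 20 up, adjusted p = 0.00222). Adjusted over the list alone, 18 and 17 genes were lower, and over all genes 17 and 14. These comparisons share the B2m-null isotype mice. In control tumours under CD40 the medians were 0.42 (adjusted p = 0.444) and 0.03 (adjusted p = 0.890). The CD40 effects on the list differed between genotypes in cDC (median 0.89, 20 of 20 genes, fry adjusted p = 0.0111), with 13 genes adjusted over the list alone and 6 over all genes. In monocytes and macrophages the difference had a median of 0.91 and an adjusted p of 0.103. With the lane as the unit, none of these 5 interferon-gamma results that passed did so, with adjusted p from 0.109 to 0.195. Without control isotype replicate 1, the adjusted p between genotypes under isotype was 0.0814 in monocytes and macrophages and 0.0554 in cDC.

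In CD8 T cells of control tumours, the proliferation list fell by a median of 1.52 under CD40 (0 of 10 genes up, fry adjusted p = 0.00658, 9 lowered adjusted over the list alone and 9 over all genes). The inhibitory receptor and exhaustion list had a median of -0.32 (0 of 9 up, adjusted p = 0.0110, 3 and 3 lowered). The latter was also lower in B2m-null than in control tumours under isotype (median -0.44, 1 of 9 up, adjusted p = 0.0111, 4 lowered adjusted over the list alone and 1 over all genes). There the cytotoxic effector list had a median of -0.24 and a mean of -1.16 (5 of 12 up, adjusted p = 0.00228, 4 lowered both ways), a result of a few granzyme genes. Prf1, Gzmb, Ifng and Pdcd1 are among the leading genes of cluster 12. The other CD8 T tests did not pass. The cytotoxic list had medians of -0.64 (fry adjusted p = 0.310) and -0.17 (0.665) under CD40 in control and B2m-null tumours and of -0.04 (0.552) for the difference. The exhaustion list had -0.70 (0.115) under CD40 in B2m-null tumours and 0.00795 (0.690) for the difference. The proliferation list had -0.45 (0.552), 0.10 (0.890) between genotypes and 0.97 (0.0987) for the difference. In CD4 T cells the Th1 list rose under CD40 in control tumours (median 1.19, 7 of 9 up, fry adjusted p = 0.00658, 5 raised adjusted over the list alone and 3 over all genes) and in B2m-null tumours (median 1.18, 8 of 9 up, adjusted p = 0.00563, 7 and 5). Between genotypes under isotype its median was -0.71 (adjusted p = 0.130), and the difference of the CD40 effects was -0.01 (adjusted p = 0.593). In NK cells the cytotoxic effector list rose under CD40 in B2m-null tumours (median 1.24, 10 of 11 up, adjusted p = 0.00288, 8 and 7). In control tumours its median was 0.34 with an adjusted p of 0.130, the difference of the CD40 effects had a median of 0.65 and an adjusted p of 0.0987, and between genotypes under isotype the median was -0.19 (adjusted p = 0.146). The costimulation and NF-kB list in cDC did not pass in any comparison, with medians from -0.33 to 0.41 and adjusted p from 0.130 to 0.468, nor did the proliferation list in CD4 T or NK cells, where the lowest adjusted p was 0.556. In 4 tests that did not pass, fry's direction and the median differed in sign. They were the interferon-gamma list in cDC under CD40 in control tumours, the proliferation list in CD8 T cells between genotypes, and, for the difference of the CD40 effects, the cytotoxic list in CD8 T and the Th1 list in CD4 T cells.

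**Figure D4:**
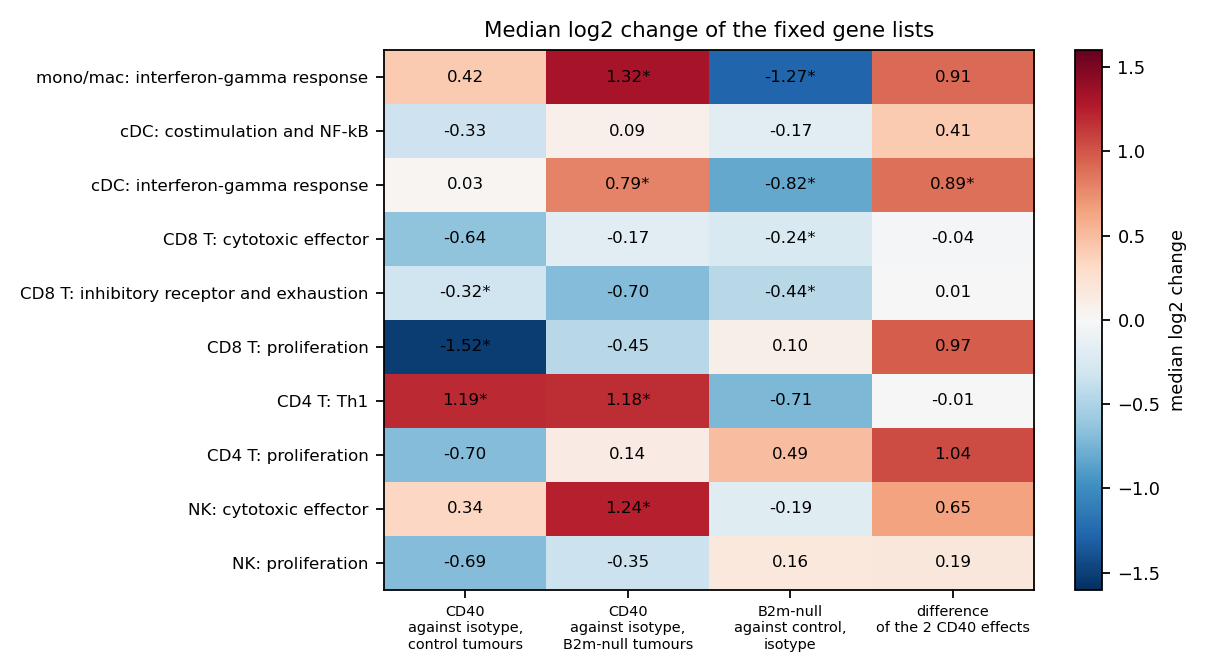
Median log2 change of each fixed gene list, by cell set and comparison, with an asterisk where fry's adjusted p was under 0.05. Red marks a rise and blue a fall. The interferon-gamma list has 1.32 in monocytes and macrophages under CD40 in B2m-null tumours and -1.27 between genotypes under isotype.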

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

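The fits with the lane as the unit were planned, but their use as tests of differences between lanes, and the comparisons of lanes within a group, were chosen after the results had been seen.

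The CD8 T share was 15.1% in the first-hashtag mouse of the first control isotype pool, and the 4 other mice of the group lay between 4.35% and 6.30%. The mature DC share was 11.4% in the second-hashtag mouse of the first B2m-null isotype pool, against 2.98% to 4.29% in the others. Both are gaps to the nearest mouse that are large for the range of a group of 5. Of 41 groups examined, 2 held such a mouse, and chance flags about 1 in 20 groups (5%). The lane of the second mouse assigned 35.9% of its barcodes, and its first hashtag was weakly stained, with a median count of 11 in its cells against 555 and 308 for the others. No biological explanation was tested for these single mice, and the files used here give no further label for them.

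The effect of CD40 differed between control and B2m-null tumours in 2036 genes in monocytes and macrophages, 355 in cDC, 684 in CD8 T, 2 in CD4 T and 73 in NK cells (edgeR, test of the difference). A technical explanation is that the pools of the groups differ, since all control CD40 mice come from 1 pool. Fits with the lane as the unit, from 7 pools, cannot decide this. Control CD40 is 1 sample there, with its spread taken from the other groups. The tables argue for and against this explanation. Between the lanes of 1 group, 3, 3 and 5 genes differed in monocytes and macrophages in control isotype, B2m-null isotype and B2m-null CD40 tumours, far fewer than 2036. The lanes of the isotype groups differed in 4 and 159 genes in cDC, those of all 3 groups in 3, 92 and 1161 in CD8 T cells, and those of control isotype and B2m-null CD40 in 0 and 21 in NK cells. Comparisons with a single mouse in a lane, which include all of those in CD4 T cells, are left out. The 1161 exceed the 684 of the difference in CD8 T cells. The control CD40 pool has no second pool to compare with, so a difference of pools and a difference of tumour genotypes cannot be told apart for these genes. The tumour genotype stays open as a biological explanation and was not tested apart from the pool.

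In cDC, the interferon-gamma list had a larger CD40 effect in B2m-null than in control tumours, by a median of 0.89 (fry adjusted p = 0.0111), with the difference in this direction in 20 of 20 genes. Its adjusted p with the lane as the unit was 0.195, and over all alternatives it ran from 6.02e-12 under camera to 0.195. It was 0.0504 without B2m-null isotype replicate 1, 0.0814 without control isotype replicate 1 and 0.0788 without control CD40 mouse 1. The list starts lower in B2m-null tumours under isotype, with a median of -0.82, so part of the difference may come from the starting level. The control CD40 group is 1 pool, so differences between pools stay open here as well.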

How the results depend on the processing

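Of the alternatives below, 3 were chosen after the data had been seen. They were the lane as the unit with cells without an assigned hashtag included, the mixed clusters kept in the denominator, and the fit of 3 groups without the replicate number. The 5% of cells with the highest Scrublet scores were set then. Where a value moved, the cause was not tested.

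None of the 65 share comparisons passed in the main exact tests, and 18 of them that the text gives were recomputed. With every alternative that kept the exact test, and whichever lane or control CD40 mouse was left out, their adjusted p stayed between 0.206 and 1, and each kept its direction. In several contrasts no exact test can pass, so this says little about stability. edgeR's quasi-likelihood test on cell numbers called 5 classes under CD40 in control tumours, 6 under CD40 in B2m-null tumours, 1 between genotypes under isotype and 0 in the others, and 11 of the 18 comparisons passed there.

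B2m in melanoma-like cells stayed lower in B2m-null tumours in each of the alternatives. The difference was -1108 CPM with at least 30 cells per mouse, where 2 against 5 mice remained and the exact p was 0.0952, the smallest possible. With a hashtag share of at least 90% the exact p was 0.00952. Leaving out 1 lane gave differences from -1408 CPM without control isotype replicate 2 to -1164 CPM without B2m-null isotype replicate 2.

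Of 275 gene counts under alternatives other than leaving out a library, 174 stayed within 1.5 times the main count and 101 moved further. With the lane as the unit, the counts under CD40 in control tumours were 883 in monocytes and macrophages, 35 in cDC, 1389 in CD8 T, 8 in CD4 T and 120 in NK cells. It gave 2367 in monocytes and macrophages, 81 in cDC, 23 in CD8 T, 99 in CD4 T and 213 in NK cells under CD40 in B2m-null tumours. It gave 83 in monocytes and macrophages, 10 in cDC, 6 in CD8 T and 2 in NK cells between genotypes. It gave 18 in monocytes and macrophages, 9 in cDC, 0 in CD8 T, 0 in CD4 T and 8 in NK cells for the difference. With the lane as the unit and cells without an assigned hashtag included, the counts under CD40 in control tumours were 967 in monocytes and macrophages, 45 in cDC, 1506 in CD8 T, 13 in CD4 T and 101 in NK cells. It gave 2576 in monocytes and macrophages, 100 in cDC, 60 in CD8 T, 141 in CD4 T and 255 in NK cells under CD40 in B2m-null tumours. It gave 100 in monocytes and macrophages, 14 in cDC, 6 in CD8 T and 0 in NK cells between genotypes. It gave 26 in monocytes and macrophages, 10 in cDC, 0 in CD8 T, 0 in CD4 T and 5 in NK cells for the difference. With limma-voom and the lane as a random effect, the counts under CD40 in control tumours were 159 in cDC. It gave 433 in cDC and 236 in CD8 T cells under CD40 in B2m-null tumours. It gave 499 in monocytes and macrophages, 108 in cDC, 0 in CD8 T and 8 in NK cells between genotypes. It gave 112 in cDC, 260 in CD8 T, 5 in CD4 T and 131 in NK cells for the difference. With a leading hashtag share of at least 90%, the counts under CD40 in B2m-null tumours were 385 in CD8 T cells. It gave 112 in cDC and 8 in CD8 T cells between genotypes. It gave 5 in CD4 T cells for the difference. With at least 500 genes and at most 5% mitochondrial counts per cell, the counts under CD40 in control tumours were 9 in CD4 T cells. It gave 242 in CD8 T, 62 in CD4 T and 176 in NK cells under CD40 in B2m-null tumours. It gave 456 in monocytes and macrophages, 114 in cDC, 13 in CD8 T and 0 in NK cells between genotypes. It gave 247 in CD8 T, 4 in CD4 T and 23 in NK cells for the difference. With the Scrublet cells removed, the counts between genotypes were 117 in cDC. With the same hashtag in both lanes taken as 1 mouse, the counts under CD40 in control tumours were 489 in NK cells. It gave 616 in CD4 T cells under CD40 in B2m-null tumours. It gave 219 in monocytes and macrophages and 12 in NK cells between genotypes. It gave 28 in CD4 T and 209 in NK cells for the difference. Without the low-count filter, the counts under CD40 in control tumours were 231 in CD4 T cells. It gave 981 in CD8 T and 517 in CD4 T cells under CD40 in B2m-null tumours. It gave 406 in cDC, 201 in CD8 T, 10 in CD4 T and 12 in NK cells between genotypes. It gave 32 in CD4 T cells for the difference. With at least 50 cells per mouse, the counts under CD40 in B2m-null tumours were 44 in CD8 T and 122 in CD4 T cells. It gave 0 in CD8 T cells between genotypes. It gave 134 in CD8 T and 7 in CD4 T cells for the difference. At clustering resolution 2, the counts under CD40 in control tumours were 591 in NK cells. It gave 0 in NK cells between genotypes. With only the 2 groups of a comparison in the fit, the counts under CD40 in control tumours were 251 in CD4 T cells. It gave 623 in cDC, 179 in CD8 T, 88 in CD4 T and 241 in NK cells under CD40 in B2m-null tumours. It gave 570 in monocytes and macrophages and 135 in CD8 T cells between genotypes. With DESeq2, the counts under CD40 in control tumours were 2412 in CD8 T and 179 in NK cells. It gave 7 in NK cells between genotypes. It gave 66 in CD4 T and 123 in NK cells for the difference.

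Leaving out 1 lane or 1 control CD40 mouse kept 117 of 200 gene counts within 1.5 times the main count and moved 83. Lanes are numbered by replicate. A group left with 1 mouse is assumed to spread like the others. The 2535 genes of monocytes and macrophages under CD40 in control tumours ranged from 887 without control CD40 mouse 2 to 2987 without B2m-null isotype lane 2, with 1227 without control isotype lane 1 and 992 without control CD40 mouse 1. The 4284 genes under CD40 in B2m-null tumours ranged from 2321 without B2m-null CD40 lane 2 to 4280 without control CD40 lane 2, with 2341 without B2m-null isotype lane 1. The 963 between genotypes ranged from 9 without control isotype lane 1 to 1776 without B2m-null isotype lane 2, with 26 without B2m-null isotype lane 1. The 2036 for the difference ranged from 421 without control CD40 mouse 1 to 2964 without B2m-null isotype lane 2, with 1168 without B2m-null CD40 lane 2, 800 without B2m-null isotype lane 1, 703 without control isotype lane 1 and 928 without control CD40 mouse 2. In cDC, the 254 genes under CD40 in control tumours ranged from 44 without control CD40 mouse 2 to 315 without B2m-null CD40 lane 1, with 88 without control CD40 lane 2, 85 without control isotype lane 1 and 90 without control CD40 mouse 1. The 1045 genes under CD40 in B2m-null tumours ranged from 136 without B2m-null CD40 lane 2 to 1491 without B2m-null isotype lane 2, with 276 without B2m-null isotype lane 1. The 197 between genotypes ranged from 0 without control isotype lane 1 to 553 without B2m-null isotype lane 2, with 62 without B2m-null isotype lane 1 and 112 without control isotype lane 2. The 355 for the difference ranged from 79 without control CD40 mouse 1 to 777 without B2m-null isotype lane 2, with 112 without B2m-null CD40 lane 2, 167 without B2m-null isotype lane 1, 157 without control CD40 lane 2, 87 without control isotype lane 1 and 98 without control CD40 mouse 2. The 3846 genes of CD8 T cells under CD40 in control tumours ranged from 1401 without control CD40 mouse 2 to 4613 without B2m-null CD40 lane 1, with 1941 without control isotype lane 1. The 608 genes under CD40 in B2m-null tumours ranged from 166 without B2m-null CD40 lane 2 to 1984 without B2m-null CD40 lane 1, with 351 without B2m-null isotype lane 1, 230 without B2m-null isotype lane 2 and 388 without control isotype lane 1. The 49 between genotypes ranged from 19 without B2m-null isotype lane 1 to 132 without B2m-null isotype lane 2, with 111 without B2m-null CD40 lane 1, 127 without B2m-null CD40 lane 2 and 28 without control isotype lane 2. The 684 for the difference ranged from 22 without control CD40 mouse 2 to 1404 without B2m-null CD40 lane 2, with 425 without B2m-null isotype lane 2 and 60 without control isotype lane 1. In CD4 T cells, the 106 genes under CD40 in control tumours ranged from 1 without control isotype lane 2 to 239 without B2m-null CD40 lane 1, with 196 without B2m-null CD40 lane 2, 51 without control isotype lane 1, 39 without control CD40 mouse 1 and 16 without control CD40 mouse 2. The 327 genes under CD40 in B2m-null tumours ranged from 122 without B2m-null isotype lane 1 to 665 without B2m-null CD40 lane 1, with 214 without B2m-null CD40 lane 2 and 210 without control isotype lane 2. The 0 between genotypes ranged from 0 without B2m-null CD40 lane 1 to 15 without B2m-null isotype lane 2, with 2 without B2m-null CD40 lane 2. The 2 for the difference ranged from 0 without control isotype lane 1 to 94 without B2m-null isotype lane 2, with 55 without B2m-null CD40 lane 1, 22 without B2m-null CD40 lane 2, 7 without B2m-null isotype lane 1, 6 without control CD40 lane 1, 0 without control isotype lane 2, 0 without control CD40 mouse 1 and 0 without control CD40 mouse 2. In NK cells, the 297 genes under CD40 in control tumours ranged from 83 without control CD40 mouse 1 to 378 without B2m-null CD40 lane 1, with 167 without control CD40 lane 2, 84 without control isotype lane 1, 159 without control isotype lane 2 and 112 without control CD40 mouse 2. The 446 genes under CD40 in B2m-null tumours ranged from 76 without B2m-null isotype lane 2 to 454 without control CD40 lane 1, with 219 without B2m-null CD40 lane 2. The 4 between genotypes ranged from 0 without B2m-null isotype lane 2 to 8 without B2m-null CD40 lane 1, with 8 without B2m-null CD40 lane 2 and 2 without control isotype lane 1. The 73 for the difference ranged from 18 without control CD40 mouse 1 to 174 without B2m-null CD40 lane 1, with 47 without control CD40 lane 2, 28 without control isotype lane 1 and 30 without control CD40 mouse 2.

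Under RLE scaling and DESeq2 the median of all genes moved by less than 0.05. RLE changed the raised share of the CD8 T calls from 67.4% to 57.1% under CD40 in B2m-null tumours and from 24.5% to 39.2% between genotypes under isotype, where DESeq2 gave 42.0%. Without the low-count filter the median of all genes moved by 0.14 in CD4 T cells and 0.13 in CD8 T cells under CD40 in control tumours and by 0.11 in CD4 T cells under CD40 in B2m-null tumours. The raised share there was 59.4% in CD8 T cells under CD40 in control tumours, against 47.9%. In cDC it was 45.3% against 67.7% under CD40 in control tumours and 46.2% against 58.0% in B2m-null tumours. For the difference in CD4 T cells it was 50% with TMM, 33.3% with RLE (3 genes) and 77.3% with DESeq2 (66 genes).

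Of 1356 values of single named genes under alternatives, 1157 kept direction and call, 198 kept direction and lost the call, and 1 reversed. Krt83 in CD4 T cells under CD40 in control tumours had a log2 change of 4.03 (edgeR adjusted p = 0.913, the highest of all alternatives, against 0.0249 in the main analysis) with at least 500 genes and at most 5% mitochondrial counts. Its main value rests on 6 and 16 counts. Of 1017 values with a library left out, 835 kept the call and 182 lost it, and none reversed. DESeq2 applied its own filtering, so part of these genes had no adjusted p there.

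The 12 lists past the threshold kept their direction in fry in all settings, and 64 of 88 alternative values and 109 of 120 with a library left out kept the call. The median of the cytotoxic list in CD8 T cells between genotypes was 0.09 with at least 500 genes per cell, where fry gave Down and an adjusted p of 0.276. With the lane as the unit, 1 list passed under CD40 in control tumours, 0 in B2m-null tumours, 1 between genotypes and 0 for the difference, against 3, 4, 4 and 1. Cells without an assigned hashtag included, 1, 1 and 0 passed in the last 3 of these. With a hashtag share of at least 90%, and with at least 500 genes per cell, 2 passed between genotypes. Under camera with its preset correlation of 0.01, 6, 8 and 6 passed under CD40 in control tumours, between genotypes and for the difference, and each of the 12 fry calls held. Leaving out a library gave 1 to 5, 4 to 5, 2 to 5 and 0 to 3 lists in the 4 comparisons.

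The calls that a left-out library removed were these, with fry's adjusted p. Without control isotype replicate 1, the interferon-gamma list had 0.0814 in monocytes and macrophages and 0.0554 in cDC between genotypes and 0.0814 in cDC for the difference, and the proliferation list in CD8 T cells of control tumours had 0.0781. Without B2m-null isotype replicate 1, the interferon-gamma difference in cDC had 0.0504, and between genotypes in CD8 T cells the cytotoxic list had 0.0570 and the exhaustion list 0.0733. The latter had 0.0805 without B2m-null isotype replicate 2. Without control CD40 mouse 1 the interferon-gamma difference in cDC had 0.0788. Without control CD40 mouse 2 the exhaustion and proliferation lists in CD8 T cells of control tumours had 0.129 and 0.120.

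Of lists that did not pass, fry's direction changed in 15 of 192 alternative values and 18 of 280 with a library left out. In 13 of these the median changed sign too. None passed in either setting. The medians follow, with the range over left-out libraries in brackets. Under CD40 in control tumours, the interferon-gamma list in cDC had 0.0856 with the lane as the unit, 0.0349 with unassigned cells included, 0.20 without control isotype replicate 1 and 0.12 without control CD40 mouse 1 (-0.33 without mouse 2 to 0.20). Under CD40 in B2m-null tumours, values without B2m-null CD40 replicate 1 were -0.14 for the costimulation list in cDC (to 0.65 without replicate 2), -0.41 for the proliferation list in CD4 T cells (to 1.12 without replicate 2) and -0.73 for the cytotoxic list in CD8 T cells (to 0.52 without B2m-null isotype replicate 2, also reversed). There the proliferation list without B2m-null CD40 replicate 2 had 0.25 in CD8 T and 0.54 in NK cells (from -1.10 and -1.23 without replicate 1), and -0.32 in NK cells without B2m-null isotype replicate 1. Between genotypes, the proliferation list in CD8 T cells had 0.15 with a hashtag share of 90%, 0.13 with 500 genes, 0.13 with the lane as the unit, 0.24 with unassigned cells, 0.12 without B2m-null isotype replicate 1, 0.19 without control isotype replicate 1 and 0.0956 with camera (from -0.22 without B2m-null isotype replicate 2). It had -0.26 in CD4 T cells without control isotype replicate 2 (to 0.81 without replicate 1) and -0.16 in NK cells with 500 genes, where the Th1 list had 0.15. For the difference, the cytotoxic list in CD8 T cells had -0.18 with 90%, -0.0934 with 500 genes, -0.12 without B2m-null CD40 replicate 2 and -0.0663 without B2m-null isotype replicate 1 (to 0.57 without isotype replicate 2). The exhaustion list had -0.0820 with 90%, -0.15 with 500 genes, -0.28 without control isotype replicate 2 and -0.000964 without control CD40 mouse 2 (to 0.63 without B2m-null isotype replicate 2). The Th1 list had -0.55 with 500 genes and -0.45 without control isotype replicate 2 (to 2.08 without B2m-null isotype replicate 2), and the proliferation list in NK cells -0.63 without B2m-null CD40 replicate 1 (to 0.87 without replicate 2). Of the lists that did not pass, 17 alternative values and 10 with a library left out passed in the main direction.

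Whether the replicate numbers pair the pools is undecided. Deviations of same-numbered pools correlated at -0.117 to 0.140 over the cell sets, not above 0.1 in every pair. With the number as a replicate block in the fit of 3 groups, edgeR called 4286 genes in monocytes and macrophages, 971 in cDC, 1417 in CD8 T, 447 in CD4 T and 518 in NK cells under CD40 in B2m-null tumours. The same fit without the number called 4108, 1070, 528, 192 and 432, more in cDC only. Between genotypes the block gave 1092, 219, 105, 0 and 5 and the fit without it 895, 177, 46, 0 and 4. With the block, 5 and 4 lists passed in these comparisons, against 4 and 4. The exhaustion list in CD8 T cells under CD40 in B2m-null tumours was the list gained (fry adjusted p = 0.0370), and the proliferation list in CD8 T cells between genotypes had a median of 0.29.

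The mouse sums held as few as 29432 UMIs in CD8 T, 31648 in CD4 T and 68605 in NK cells, against 2149760 in monocytes and macrophages. The splits of the mice were not run in CD4 T cells, where a group had 2 mice.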

Other observations

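Of the tests here, the splits of the mice and the thinning to equal depth were fixed before their results were seen. The tests on free RNA, on dendritic cells among myeloid cells, on heat shock genes, on leaving out an isotype lane and on the cells led by Mmp9 were chosen after the result was seen.

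Other splits of the same mice into groups of the same sizes were compared with the real one by the number of genes called. For monocytes and macrophages, 1 of 100 splits, the real one, gave as many genes under CD40 in B2m-null tumours, and 1 of 100 between genotypes under isotype. In cDC it was 1 of 56 and 1 of 100, in NK cells under CD40 1 of 35, and in CD8 T cells between genotypes 1 of 100. A chance assignment of single mice is argued against there at a share of 0.05, without adjustment for the number of comparisons. In NK cells between genotypes it was 2 of 56. Another split gave 5 genes there against the real 4, so no conclusion is drawn from it. For CD8 T cells under CD40 in B2m-null tumours, 6 of 35 splits gave as many genes as the 608 of the treatment, so chance cannot be excluded. A split that put the first B2m-null CD40 pool with the second B2m-null isotype pool gave 921 genes. With the replicate block the treatment gave 1417. The splits move single mice, and mice share pools, so they do not exclude differences between pools. By lane, 81 genes were called under CD40 and 10 between genotypes in cDC, and 83 between genotypes in monocytes and macrophages, where 9 were called by mouse without control isotype replicate 1.

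The B2m counts left in melanoma-like cells of B2m-null tumours may come from free RNA of other cells. This comparison used all melanoma-like cells of a lane, with or without an assigned hashtag. Relative to macrophages, B2m in them lay above every one of 14 leukocyte transcripts in 3 of 4 B2m-null lanes, at 1.44 to 2.54 times their median. Relative to all haematopoietic cells, a reference added later, it lay above them in 4 of 4 lanes, at 1.62 to 2.59 times the median. In the fourth lane, B2m-null CD40 replicate 1, B2m stood at 10.53% of its macrophage level and the highest leukocyte transcript at 11.6%. The profile of the free RNA itself is not in the files used here, and transcript outside the lesion stays open, so the source of these counts is undecided.

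The lower proliferation list in CD8 T cells under CD40 in control tumours could come from shallow cells, which made up much of that group, with a median of 1216.5 UMIs against 3488 under isotype. With cells thinned to 2000 UMIs the list still had a median of -1.09 (fry unadjusted p = 0.0398), against -1.52 without thinning. This used 2502 of 8330 cells under CD40 and 799 of 1117 under isotype. Depth as the whole cause of the lower list is argued against. Other lists read differently in thinned CD8 T cells. The cytotoxic list had -0.53 (fry unadjusted p = 0.00802) under CD40 in control tumours and -0.23 (fry unadjusted p = 0.0197) in B2m-null tumours, where the unadjusted p was 0.178 and 0.537 in unthinned cells. The exhaustion list had -0.55 (fry unadjusted p = 0.00162) and -0.85 (fry unadjusted p = 0.0230). Between genotypes the cytotoxic list had -0.0791 (fry unadjusted p = 0.0165) and the exhaustion list -0.63 (fry unadjusted p = 0.0144). In thinned NK cells the cytotoxic list had 0.62 (fry unadjusted p = 0.0175) and 1.10 (fry unadjusted p = 0.0118) under CD40 in control and B2m-null tumours, and the difference went from 0.65 to -0.0511 (fry unadjusted p = 0.529). The gene counts did not hold up as well. Thinned CD8 T cells of 12 mice gave 1732 genes under CD40 in control tumours, 49 in B2m-null tumours, 2 between genotypes and 92 for the difference, against 3846, 608, 49 and 684. Thinned NK cells of 11 mice gave 145, 127, 1 and 19, against 297, 446, 4 and 73. Fewer cells and counts and a loss of depth differences were not separated. One pool under CD40 and the mix of CD8 T clusters stay open.

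The lower share of dendritic cells under CD40 could follow from more T cells in the denominator. Among myeloid cells, the share of cDC1, cDC2, mature DC and pDC together was 2.34% ± 0.491 (SD, n = 2) under CD40 and 17.8% ± 6.18 (n = 5) under isotype in control tumours, a change of -15.5 points (exact p = 0.0952, the smallest possible). In B2m-null tumours it was 3.23% ± 0.863 (n = 4) and 20.2% ± 8.58 (n = 5), a change of -17.0 points (exact p = 0.0159, the smallest possible). Every CD40 mouse lay below every isotype mouse in both. Added T cells alone are thereby argued against. Loss during tissue handling, a change in the markers that name these cells and a biological effect of CD40 treatment stay open, and none of them was tested.

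Hspa1a and Hspa1b were higher in cDC of the control CD40 pool, which might reflect its handling. Hspa1b in monocytes and macrophages of the same mice changed by 0.34 (SE 0.43), against 3.13 in cDC. Hspa1b was also higher in NK cells (1.26, edgeR adjusted p = 0.0582) and CD4 T cells (1.95, adjusted p = 0.132) of that pool, without passing. It changed by 0.31 (adjusted p = 0.622) in CD8 T cells, where Hspa1a changed by -0.90 (adjusted p = 0.0619), and Hspa1a by 0.00795 in monocytes and macrophages. Hspa1a was higher in CD4 T cells (1.32, edgeR adjusted p = 0.381) and NK cells (0.31, adjusted p = 0.780), without passing. The values in CD8 T cells go against handling that struck all cell types alike. Those in monocytes and macrophages cannot decide this. Cluster 10, with both genes among its leading genes, made up 11.4% of macrophages in control isotype and 2.92% in control CD40. Its lower share could hide a rise within the cells. Handling that strikes cell types unequally and the treatment cannot be told apart, because the group is 1 pool, and the genes are near-identical copies.

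The lower interferon-gamma list in monocytes and macrophages of B2m-null tumours under isotype may rest on 1 lane. Without control isotype replicate 1, which leaves 2 of the 5 control isotype mice, its median was -0.92 and fry's adjusted p 0.0814, and the genes called fell from 963 to 9. Leaving out B2m-null isotype replicate 1 also left 2 of the 5 mice of a group. The list kept its call there, while the number of genes called fell as well. The direction stayed without either lane. Fewer mice alone could weaken the test, so a deviating lane and lost power cannot be told apart.

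A cluster without a class name, led by Mmp9, Ctsk and Acp5 and of 396 cells, made up 0.976% ± 1.44 (SD, n = 6) of the cells of CD40 mice and 0.0150% ± 0.0280 (n = 10) of those of isotype mice (two-sided exact permutation p = 0.0005). In 5 of 6 CD40 mice the share lay above that of every isotype mouse. Counting cells without an assigned hashtag too, 317 of the 396 came from B2m-null CD40 replicate 1, where they made up 3.05%, against 0.335% in replicate 2 of that group. The control CD40 lanes had 0.134% and 0.155%, and the isotype lanes 0% to 0.0382%. Without the mouse with the highest share the mean was 0.398% ± 0.305 (n = 5) and the exact permutation p 0.00133, so that mouse alone is argued against as the cause. Its pool mate, at 0.881%, stayed in. Both tests treat mice of 1 pool as independent, so they do not exclude differences between pools. The cluster was picked after its sizes were seen, so its link with CD40 treatment is a hypothesis.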
